# Oscillating primary transcripts harbor miRNAs with circadian functions

**DOI:** 10.1038/srep21598

**Published:** 2016-02-22

**Authors:** Haifang Wang, Zenghua Fan, Meng Zhao, Juan Li, Minghua Lu, Wei Liu, Hao Ying, Mofang Liu, Jun Yan

## Abstract

The roles of miRNAs as important post-transcriptional regulators in the circadian clock have been suggested in several studies. But the search for circadian miRNAs has led to disparate results. Here we demonstrated that at least 57 miRNA primary transcripts are rhythmically transcribed in mouse liver. Most of these transcripts are under the regulation of circadian transcription factors such as BMAL1/CLOCK and REV-ERBα/β. However, the mature miRNAs derived from these transcripts are either not oscillating or oscillating at low amplitudes, which could explain the inconsistency of different circadian miRNA studies. In order to show that these circadian primary transcripts can give rise to miRNAs with circadian functions, we over-expressed one of them, miR-378, in mouse by adenovirus injection. We found a significant over-representation of circadian oscillating genes under-expressed by miR-378 over-expression in liver. In particular, we observed that miR-378 modulates the oscillation amplitudes of *Cdkn1a* in the control of cell cycle and *Por* in the regulation of oxidation reduction by forming partnership with different circadian transcription factors. Our study suggests that circadian transcription of miRNA at primary transcript level can be a good indicator for circadian miRNA functions.

The daily changes in physiology and behaviors can be observed in almost all organisms. In mammals, a master clock located in the suprachiasmatic nucleus (SCN) of the hypothalamus drives circadian rhythms, adjusts itself according to the light input from the eyes, and synchronizes clocks in peripheral tissues such as the liver and kidney. At the molecular level, it has been shown that the negative transcriptional–translational feedback loops formed by a set of key circadian regulators (BMAL1, CLOCK, PER1, PER2, PER3, CRY1, CRY2, REV-ERBα, REV-ERBβ) are responsible for giving rise to the circadian physiology^1^,^2^. It is now known that transcriptional regulation is not the only way of circadian control. Comparing the nascent and mature mRNA transcripts on the whole genome level in mouse liver, Menet *et al.* claimed that only 28.4% of the rhythmic mRNAs are accompanied by rhythmic transcription^3^. Recently published circadian proteomic data showed that as much as 50% of the circadian oscillating proteins are derived from non-rhythmic mRNAs^4^,^5^. These observations strongly suggest that post-transcriptional regulation plays a substantial role in modulating temporal gene expression for proper circadian function.

MicroRNAs (miRNAs) are small non-coding RNA molecules that can regulate the expression of target genes by mRNA degradation or translational repression^6^,^7^. The roles of miRNAs in the circadian clock have been suggested in several organisms including fruit fly, mouse, human, and chicken^8^. In mammals, two brain specific miRNAs, miR-219 and miR-132, regulated by BMAL1/CLOCK and CREB proteins respectively, affect the circadian period and are involved in light dependent resetting of the clock in SCN^9^. MiR-192/194 cluster could inhibit the expression of *Per* family genes in HeLa cells^10^. MiR-142-3p directly targets *Bmal1* and is in turn regulated by BMAL1/CLOCK in the blood stream of human^11^.

During miRNA biogenesis, miRNAs are first transcribed by RNA polymerase II (Pol II) in the nucleus from DNA into primary transcripts, which are subsequently cleaved by Drosha and Pasha into miRNA precursors of around 80 nt. Then the miRNA precursors were translocated into the cytosol by RAN-GTP, Exportin-5 and processed into mature miRNAs^6^. To date, there have been several studies using genome-wide profiling experiments to identify the circadian miRNAs at the mature level. Xu *et al.* identified a sensory organ-specific miRNA cluster including miR-96, miR-182 and miR-183, oscillating in the mouse retina in a circadian manner^12^. By microarray-based expression profiling of both miRNA and mRNA in mouse liver, Na *et al.* identified 85 liver circadian miRNAs^13^. Vollmers *et al.* identified 30 mouse liver circadian miRNAs by miRNA-sequencing (miR-seq)^14^. However, the overlapped circadian miRNAs between the two high-throughput profiling studies in mouse liver are limited. These discrepancies raised the question about the approach to identify circadian miRNAs from their circadian expression. Gatfield *et al.* revealed that a liver specific miRNA, miR-122 regulated by REV-ERBα/β, shows strong circadian oscillation at the primary transcript level but not at the mature level. Nevertheless, they demonstrated that miR-122 can influence the circadian accumulation of their targets and plays an important role in circadian regulation of metabolism in liver^15^. Later, it was shown that miR-122 can also modulate the rhythmic expression of *Nocturnin*, which is a circadian clock-regulated deadenylase and is important for post-transcriptional control in circadian rhythm^16^. Using MEF cells derived from DICER knockout mice, Chen *et al.* showed that miRNAs including miR-24, miR-29a, and miR-30a are required for generating a time delay for the circadian oscillator although these miRNAs themselves do not show circadian expression^17^. Recently, Du *et al.* showed that the binding sites of miR-24 on the 3′ Untranslated Region (3′UTR) of *Per1 and Per2* are important for *Per1 and Per2*′s circadian expression in DICER liver conditional knockout (cKO) mice^18^. These studies suggest that the circadian oscillations of miRNAs at mature level may not be necessary for miRNA’s circadian functions.

In this study, we embarked a different approach to systematically investigate the circadian expression of primary transcripts of miRNAs in mouse liver. By integrating recently published circadian Nascent-sequencing (Nascent-seq) and global run-on sequencing (GRO-seq) data in mouse liver, we first identified 57 circadian primary transcripts of miRNAs exhibiting consistent circadian oscillations across the two datasets, including miR-122, miR-24 and miR-29a with known circadian functions. Next by integrating ChIP-seq data of circadian regulators, we found that most of these primary transcripts are under the regulation of core circadian regulators. Comparing with the sequencing data of mature miRNAs, we only identified four miRNAs showed consistent circadian phases and periods between primary and mature miRNA transcripts. We observed that the amplitudes of circadian oscillations of mature miRNAs were much lower than those of the miRNA primary transcripts most likely due to the long half-lives of miRNAs. The absence of high amplitude circadian oscillations of miRNAs at mature level can explain the inconsistency between various circadian miRNA datasets. To explore the circadian functions of the miRNAs derived from these circadian primary transcripts, we focused on miR-378, a miRNA without known circadian functions, and examined the transcriptome changes in mouse livers upon miR-378 over-expression at two circadian time points, CT10 and CT22. First, we observed a significant over-representation of the circadian oscillating genes affected by miR-378 over-expression. Cell cycle genes including *p21* (*Cdkn1a*) were further enriched in the affected circadian oscillating genes, which implied that miR-378 could mediates the circadian control of cell cycle. Our examination of circadian regulatory network involving miR-378 suggests that miR-378 mediates the circadian control of cell cycle and metabolism by forming partnership with circadian transcription factors (TFs). Taken together, our study shows that circadian oscillations of miRNAs at primary transcript level rather than mature level can give rise to important circadian functions.

## Results

### 57 miRNA primary transcripts are circadianly transcribed in mouse liver

To systematically identify circadian primary transcripts of miRNAs, we integrated the recently published data of Nascent-seq^3^ and GRO-seq^19^ of mouse livers collected in circadian cycles. First, we used Vespucci program^20^ to assemble the primary miRNA transcripts in mouse liver *de novo* from strand-specific mouse liver circadian GRO-seq data^19^ (see materials and methods). Out of the 1186 mouse miRNAs with known precursor sequences (mirbase release 21), we identified 558 miRNA primary transcripts expressed in mouse liver corresponding to 611 miRNA precursor sequences (Supplementary Table S1). In comparison, Saini *et al.* only identified 39 mouse intergenic miRNA primary transcripts based on the transcription features including CpG island, 5′ CAGE, transcription start site (TSS) and poly-A signals as well as public cDNA and EST sequences in mouse^21^. Among their nine primary transcripts overlapped with our result, our approach has recovered longer primary transcripts with extended 5′ and/or 3′ ends (Supplementary Fig. S1 and Supplementary Table S2). We then mapped the sequencing reads from GRO-seq and Nascent-seq onto our assembled primary transcripts by Bowtie program^22^. We quantified the expression levels of miRNA primary transcripts and identified those showing significant circadian oscillations consistently from both GRO-seq and Nascent-seq by fitting the expression values to cosine functions with shifting phases respectively (materials and methods). 57 miRNA primary transcripts corresponding to 60 miRNA precursors were defined as circadian miRNA primary transcripts (Table 1 and Fig. 1a). Six of them were selected to be validated by qPCR using specific primers. In our independently collected circadian mouse liver samples, all six miRNA primary transcripts exhibited significant circadian oscillations and consistent circadian phases with the two high-throughput sequencing datasets (Fig. 1b). Also consistent with Gatfield *et al.*’s result^15^, the primary transcript of miR-122 showed significant circadian oscillation with a peak around CT0 and a trough at CT12. Several other miRNAs that have been previously implicated in circadian regulation were also identified in our result. These include miR-24 and miR-29a that show no circadian expression at mature levels but were reported to be involved in the regulation of circadian period^17^.

### Circadian regulation of oscillating miRNA primary transcripts

To investigate if the oscillating miRNA primary transcripts are under the control of circadian TFs, we conducted the promoter analysis for circadian miRNA primary transcripts. First, we confirmed that our *de novo* assembled primary miRNA transcripts indeed captured the 5′ ends of the transcripts by comparing their 5′ ends with the mouse liver specific promoter marker (H3K4me3) and Pol II marks. For 42 out of 57 circadian miRNA primary transcripts, we can find both H3K4me3 and Pol II marks on the 5′ ends of our assembled primary miRNA transcripts. For seven of them, we can only find H3K4me3 marks. This indicates that the 5′ ends of our assembled primary transcripts extended to the *bona fide* promoter regions of miRNAs. For the eight transcripts that do not overlap with H3K4me3 and Pol II marks, we corrected the 5′ ends of transcripts to the centers of the nearest H3K4me3 marks. Previously, Figueredo *et al.* have tried to identify the transcriptional regulators of the circadian miRNAs just by TF binding site prediction based on position weight matrix (PWM)^23^. However, the PWM-based TF binding site prediction tends to have high false positive and false negative rates. In the recent years, the ChIP-seq data of the core circadian regulators (BMAL1, CLOCK, PER1, PER2, CRY1, CRY2, REV-ERBα, REV-ERBβ, RORA, E4BP4) have been published in mouse liver^3^,^19^,^24^,^25^,^26^,^27^. By searching for circadian regulator binding sites on the promoters of circadian miRNA primary transcripts based on these ChIP-seq data, we identified potential circadian regulators of these miRNA primary transcripts (Supplementary Table S5). Comparing to all miRNA primary transcripts, we found that the promoters of circadian miRNA primary transcripts are more likely to be bound by most of the circadian regulators (Fig. 2a) and all promoters of the circadian miRNA primary transcripts, except for pri-mir-6971, contain at least one core circadian regulator binding site (Supplementary Table S5). Our BMAL1 ChIP-PCR experiment in mouse livers validated the physical binding of BMAL1 on the promoters of three selected circadian miRNA primary transcripts, pri-mir-23b~27b~24-1, pri-mir-101a, and pri-mir-378 (Fig. 2b). To further test if the regulatory relationships inferred from circadian TF ChIP-seq data are functional, we examined the expression changes of the circadian miRNA primary transcripts between liver-specific *Bmal1* cKO mice and wild-type mice by qPCR. We observed that four out of five tested BMAL1 regulated circadian miRNA primary transcripts containing BMAL1 binding sites are significantly under-expressed in liver-specific *Bmal1* cKO mice compared to wild-type mice at CT12 (Fig. 2c). It has been reported that miR-24 regulates *Per1* and *Per2* expression and is required for generating a time delay for the circadian oscillator^17^. Here we showed that miR-24 primary transcript is regulated by BMAL1/CLOCK. In summary, our results indicated that circadian miRNA primary transcripts are indeed regulated by circadian clock through core circadian TFs in mouse liver.

### Dampening of circadian oscillation of miRNA expression at mature level

To date, two high-throughput studies have examined circadian expression of miRNAs at the mature level including miRNA microarray data study by Na *et al.*^13^ and miRNA-seq study by Vollmers *et al.*^14^. These two studies reported 85 and 30 circadian mature miRNAs respectively in mouse liver. Surprisingly, only two miRNAs (miR-26b and miR-150) appeared in common between both circadian miRNA lists. Although we were unable to obtain the raw data from Na *et al.*, a detailed examination of the original expression profiles of miR-26b and miR-150 in Vollmers *et al.*’s data suggested that miR-26b, i.e. miR-26b-5p, does not appear to be circadian oscillating (Supplementary Fig. S2a). Only miR-150-5p showed a moderate circadian oscillation in Panda’s data with a peak time around CT8, which is close to that reported in Na *et al.*’s data (Supplementary Fig. S2b). This lack of consistency between the two circadian miRNA studies at mature level is in stark contrast to the overall consistency of circadian primary transcripts based on Nascent-seq and GRO-seq data. To investigate if circadian primary transcripts give rise to miRNAs with circadian expression at mature level at all, we re-analyzed the circadian miRNA-seq data from Vollmers *et al.*’ using relaxed criteria (one-way ANOVA p-value < 0.05 and cosine fitting p-value < 0.05) (materials and methods). We found that four miRNAs (miR-24-3p, miR-101a-3p, miR-378-3p and miR-122-3p) showed significant circadian oscillations at mature levels with peak times close to those of their primary transcripts. However, the relative amplitudes of circadian oscillation at mature level are around 2-3 folds lower than those in primary transcripts (Fig. 3a). We next investigated whether mature miRNA expression are also regulated by BMAL1/CLOCK. We examined the expression changes of mature miR-378-3p and miR-378-5p in liver-specific *Bmal1* cKO mice and wild-type mice by miRNA specific qPCR (materials and methods). We found that the weak oscillations of miR-378-3p as well as miR-378-5p were abolished in liver-specific *Bmal1* cKO mice (Fig. 3b). These observations suggested that miR-378 is under the regulation of BMAL1/CLOCK at both primary and mature levels.

### Genome-wide effects of miR-378 over-expression

In spite of weak or undetectable circadian expression of mature miRNAs, we found that at least 57 circadian miRNA primary transcripts including pri-mir-122 and pri-mir-24 do show strong circadian expression and are under circadian regulation. As miR-122 and miR-24 have been previously reported to be involved in circadian rhythm, we wondered if other circadian miRNA primary transcripts also harbor miRNAs with important circadian functions. To address this question, we selected miR-378 derived from pri-miR-378 transcript for further investigation. The expression of miR-378 shows circadian oscillation peaking at CT10 and is regulated by BMAL1/CLOCK. While miR-378 has been suggested to be related to cell cycle, cell proliferation and transformation, metabolism, adipocyte differentiation and stress responses^28^,^29^,^30^,^31^, the functions of miR-378 in circadian rhythm have not yet been reported. To explore the circadian functions of miR-378, we injected adenovirus over-expressing both miR-378-3p and miR-378-5p into mice (termed Ad-378) while the control mice were injected with null virus (termed Ad-null, materials and methods). The efficiency of miR-378 over-expression in liver was about 50 folds as examined by miRNA specific qPCR (Supplementary Fig. S3). The liver samples of Ad-378 and Ad-null mice were collected at CT10 and CT22 corresponding to the expression peak and trough of miR-378 respectively. 

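Liver RNA was sequenced from 8 mice, 2 in each of the 4 groups Ad-null CT10, Ad-null CT22, Ad-378 CT10 and Ad-378 CT22, taken 8 days after injection. Ad-378 mice received 5e8 plaque-forming units of an adenovirus that over-expresses miR-378-3p and miR-378-5p through the tail vein, and Ad-null mice received the null virus. The paper gives the age of its mice as 8 to 12 weeks, and the sample labels give 8 weeks. For each mouse the authors deposited RPKM values (read counts scaled to transcript length and to sequencing depth) of 30493 RefSeq transcripts, which carry 23284 gene symbols. Each gene was represented by its transcript with the highest mean RPKM, which left 17661 genes with a non-zero value, 12096 of them with a mean RPKM of at least 1. Read counts are not in the files analysed here. The steps between low values, each worth 1 read, gave the relative depth of the mice, from 0.95 to 1.06 in Ad-null (median 0.98) and from 0.94 to 1.06 in Ad-378 (median 0.99), with 1 of the Ad-null CT22 mice set to 1. By the pattern of their values, 4075 transcripts hold zeros that had been replaced by the mean of the 8 mice for that transcript, and in Table S8 all 150 of the 150 readable rows with tied values follow this rule. Such a replacement lowers the spread between mice. The values were taken to log2 and fitted per gene by a two-way linear model (F test) with treatment, time and their interaction, which gave the treatment p-values listed in Table S8 back with a median absolute log10 difference of 4.4e-06. Fold changes and adjusted p-values of single genes came from limma with Benjamini-Hochberg adjustment over all 17661 genes. With 2 mice per group, the exact permutation test of treatment within time points cannot go below p = 0.056. Between the 2 mice of a group, the median absolute log2 difference over genes with a mean RPKM of at least 1 was 0.26 in Ad-null CT10, 0.33 in Ad-null CT22, 0.22 in Ad-378 CT10 and 0.19 in Ad-378 CT22.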

The global gene expression profiles were measured by RNA-sequencing (RNA-seq). We applied two-way ANOVA using circadian time (CT10 and CT22) and types of treatment (Ad-378 vs. Ad-null) as two factors to identify the genes that are affected by miR-378 over-expression.

Using ANOVA p-value for the factor of treatment, i.e. Ad-378 vs. Ad-null, less than 0.05 as the cutoff, we obtained 3,718 genes affected by miR-378 over-expression (Fig. 4a). 

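In the deposited RPKM values, 3864 of 17661 genes had a nominal p-value under 0.05 for treatment in the two-way linear model, where 883 would pass if no gene were affected. After Benjamini-Hochberg adjustment of the same F test 645 genes remained, and limma with Benjamini-Hochberg adjustment gave 1622 genes. When the replicate number was added as a block, 3387 genes passed at the nominal threshold. The pairing comes from the replicate numbers in the labels, and the differences between replicate 1 and replicate 2 had a mean correlation of -0.045 between groups, from -0.26 to 0.18 over the 6 pairs of groups. The count ranged from 2947 to 3724 across the 8 fits that each left out one mouse. The 5 genes with the most negative log2 fold changes, among genes with a mean RPKM of at least 1, an adjusted p-value under 0.05 and all Ad-378 mice below all Ad-null mice at both time points, were Gpnmb at -5.37 (standard error 0.29, adjusted p = 3.5e-04 from limma), Cox6b2 at -5.19, Mmp12 at -5.18, a RIKEN cDNA gene at -4.94 and Ccnb1 at -4.68. The 5 most positive by the same rule were LOC622167 at 2.91 (standard error 0.69, adjusted p = 0.0382 from limma), Bcl6 at 2.55, Hsd3b5 at 2.06, Cyp7b1 at 1.68 and Gm11128 at 1.68. From the p-value for the factor of treatment, the paper defines the genes affected by miR-378 over-expression.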

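Of the 3864 genes with a nominal p-value under 0.05 for treatment, 3409 were lower and 455 were higher in Ad-378, a ratio of 7.5. The median log2 fold change was -0.78 among the under-expressed and 0.51 among the over-expressed genes. Over all 12096 genes with a mean RPKM of at least 1 the median log2 fold change was -0.14, and 69% of these genes were lower in Ad-378. Benjamini-Hochberg adjustment of the F test moved the under-expressed genes most, to 614, with 31 over-expressed genes. Rescaling the mice by median-of-ratios factors moved the over-expressed genes most, to 1262, with 2257 under-expressed genes and a ratio of 1.8. The replicate block gave 2998 and 389. These factors were 1.06 ± 0.05 in Ad-null and 0.95 ± 0.03 in Ad-378 (SD, n = 4 mice each). The paper relates the excess of under-expressed genes to the inhibitory role of miR-378.

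**Figure D1:**
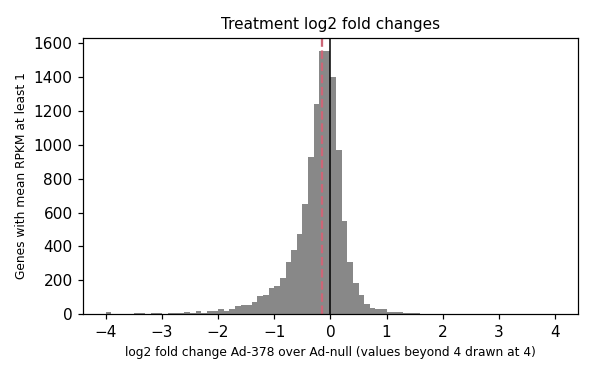
Log2 fold changes of Ad-378 over Ad-null for the 12096 genes with a mean RPKM of at least 1, as a histogram of the number of genes. The black line marks 0 and the dashed line marks the median of -0.14.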

Among these genes, the under-expressed genes in Ad-378 compared to Ad-null were over-represented by as much as eight-fold, consistent with the inhibitory role of miR-378 in gene regulation. Functional annotations of these genes showed that the most enriched function for the under-expressed genes is cell cycle (DAVID enrichment p-value = 2.6×10^−44^, using all mouse genes as the background). 

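The annotation used by DAVID was not analysed here. A list of 50 cell cycle genes was used instead, of which 49 had a mean RPKM of at least 0.1. All 49 were lower in Ad-378, and 47 of them (96%) were under-expressed at the nominal threshold, against 21% of the other genes (Fisher's exact test, odds ratio 89, p = 1.1e-29). Their mean log2 fold change was -2.54 ± 1.14 (SD over the 49 genes), against -0.34 for random gene sets matched in size and expression (permutation test, p = 1e-05, the smallest that the resampling can give). Under median-of-ratios normalization 94% of the listed genes were under-expressed. From the enrichment among under-expressed genes the paper identifies cell cycle as their leading function.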

This is also consistent with the known function of miR-378 in cell cycle. Integrating with the miRNA-target interaction data based on both computational prediction and large-scale AGO CLIP-sequencing data from starBase (http://starbase.sysu.edu.cn/), we found a significant enrichment of the putative miR-378 targets in the under-expressed genes (Fisher’s exact test p-value = 1.43×10^−12^, odd ratio = 1.82). Comparing with miR-378 target genes identified by another genome-wide study of miR-378-3p in NIH-3T3 cells^32^, we again found a significant overlap between their result and our under-expressed genes by miR-378 over-expression in mouse liver (Fig. 4b).

### Circadian oscillating genes are significantly affected by miR-378 over-expression

We observed that the under-expressed genes were significantly enriched for liver circadian oscillating genes complied from six published circadian microarray datasets in mouse liver (mouse liver circadian database, materials and methods). Namely, a significantly elevated proportion (14.2%) of the under-expressed genes are circadian oscillating in mouse liver as compared to only 10% of the un-affected genes upon miR-378 over-expression (Fig. 4c). 

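In the deposited values 2417 genes had a nominal p-value under 0.05 for circadian time, 1306 higher at CT10 and 1111 higher at CT22, with a median absolute log2 fold change of 0.54. With limma and Benjamini-Hochberg adjustment 293 genes remained, and with the F test and the same adjustment 110 genes remained, the alternative that moved the count most. A fit with the replicate number as a block gave 2072 genes. Leaving out each mouse in turn gave between 1776 and 2715 genes.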

Using the p-value for the circadian time factor less than 0.05 as the cutoff, 2,266 genes showing significant differences in expression between CT10 and CT22 were identified. Comparing with the circadian peak time data from our mouse liver circadian database (materials and methods), the genes over-expressed at CT10 compared to CT22 (CT10 > CT22) in our study predominantly have circadian peak times around CT10 in published data while the genes over-expressed at CT22 compared to CT10 (CT10 < CT22) in our study have circadian peak times around CT20 (Fig. 4d). 

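Bmal1, listed in the files as Arntl, had 0.34 ± 0.17 RPKM at CT10 and 10.88 ± 1.63 RPKM at CT22 in Ad-null, and 0.46 ± 0.07 RPKM at CT10 and 10.42 ± 0.88 RPKM at CT22 in Ad-378 (SD, n = 2 mice each). Its log2 fold change of CT10 over CT22 was -4.80 (standard error 0.27, adjusted p = 3.1e-04 from limma). Rev-erbα, listed as Nr1d1, moved the other way, with a log2 fold change of 2.67 (standard error 0.12, adjusted p = 1.1e-04 from limma), and Rev-erbβ, listed as Nr1d2, with 2.49 (standard error 0.24, adjusted p = 0.0028 from limma). The log2 fold change was 1.84 for Per1 (adjusted p = 0.0147), 2.17 for Per2 (adjusted p = 0.0535) and 3.43 for Per3 (adjusted p = 0.0015), all higher at CT10. Cry1 was higher at CT22, with -1.52 (adjusted p = 0.0034), and Cry2 was higher at CT10, with 0.58 (adjusted p = 0.0907). Clock was higher at CT22, with -1.73 (adjusted p = 0.0968), and its 2 Ad-null CT22 mice differed widely, at 6.20 ± 4.24 RPKM. All of these genes were below 0.05 in the nominal F test for time. In the limma fit with Benjamini-Hochberg adjustment Clock, Per2 and Cry2 were not. For every gene, all CT10 mice lay on one side of all CT22 mice within each treatment (exact permutation test of time within treatments, p = 0.056, the smallest this design allows). The largest moves were those of Arntl to -3.06 and Per3 to 1.76 with a pseudocount of 1. Per2 moved most when one mouse was left out, with values from 1.64 to 2.69. The paper compares these differences with the known expression of the core circadian genes.

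**Figure D2:**
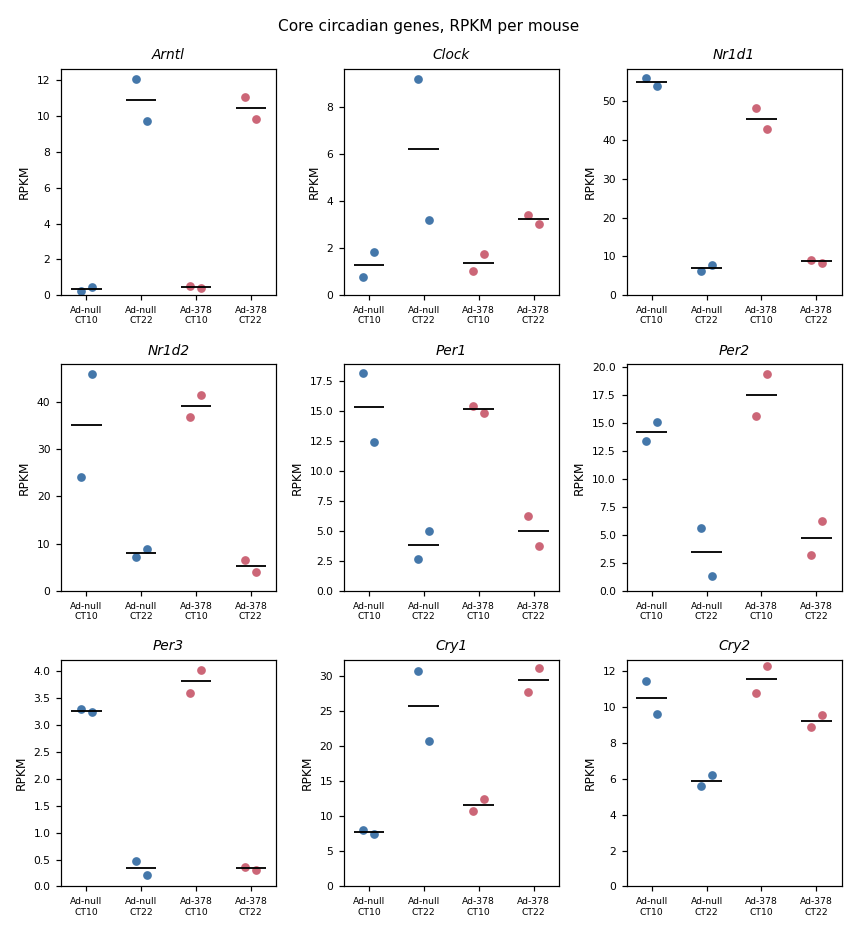
RPKM of the core circadian genes in each mouse, by treatment and circadian time. Points are single mice and the black lines are the means of 2 mice. Arntl, Clock and Cry1 are higher at CT22, and the other genes are higher at CT10.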

The core circadian genes (*Bmal1, Clock, Rev-ervα, Rev-ervβ, Per1, Per2, Per, Cry1, Cry2, and Cry3*) all showed significant differences in expression between CT10 and CT22 in our result, which is consistent with the literatures (Supplementary Fig. S4).

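Of the 2417 time genes and 3864 treatment genes, 935 were in both sets at a nominal p-value under 0.05, where 529 would be if the factors were independent (Fisher's exact test over genes, odds ratio 2.65, p = 7.9e-92). Both F tests of a gene share one estimate of its spread, so a low spread favours both at once. Limma at the nominal threshold gave 4203 treatment and 2687 time genes, more than the F test, but fewer in both sets, 819. Limma with Benjamini-Hochberg adjustment for both factors left 34 genes, the lowest count of any alternative, from 1622 treatment and 293 time genes. The number expected under independence was computed for the nominal F test only, so an excess in the limma sets was not tested. With the replicate number as a block 876 genes were in both sets, and leaving out each mouse in turn gave 768 to 1179 genes.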

Furthermore, 833 genes showing significant difference in expression between CT10 and CT22 were affected by miR-378 over-expression (ANOVA p-value for treatment < 0.05 and ANOVA p-value for time < 0.05) (Fig. 4e). These include at least one core circadian gene, *Cry2* (Supplementary Fig. S4). 

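Cry2 lies on chromosome 2 of NCBIM37 from 92243803 to 92274200. It had 10.50 ± 1.30 RPKM at CT10 and 5.88 ± 0.43 RPKM at CT22 in Ad-null, and 11.52 ± 1.09 RPKM at CT10 and 9.22 ± 0.45 RPKM at CT22 in Ad-378 (SD, n = 2 mice each). Its log2 fold change for treatment was 0.39 (standard error 0.14, adjusted p = 0.12 from limma), higher in Ad-378, and for time it was 0.58 (standard error 0.14, adjusted p = 0.0907 from limma). The treatment difference was 0.14 at CT10 and 0.65 at CT22, and the 2 were not distinguishable after adjustment (interaction, adjusted p = 0.91 from limma). The exact permutation test of treatment within time points gave p = 0.11. The log2 fold change for treatment moved most with the other transcript of Cry2, to 0.57 (adjusted p = 0.0836 from limma). On the nominal p-values for both factors the paper places Cry2 among the genes affected by miR-378.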

These genes were clustered into four groups based on the hierarchical clustering of their gene expression. Group I genes peaked around CT10 and were under-expressed in Ad-378 (377 genes). 

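With groups assigned by the signs of both effects in place of the hierarchical clustering, 405 genes were higher at CT10 and lower in Ad-378 (Group I). Their median log2 fold change was -0.56 for treatment and 0.48 for CT10 over CT22. With limma and Benjamini-Hochberg adjustment for both factors 12 genes had these signs. A block for the replicate number gave 387 genes, and median-of-ratios normalization gave 248.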

Group II genes peaked around CT10 and were over-expressed in Ad-378 (96 genes). 

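By the signs of both effects 102 genes were higher at CT10 and higher in Ad-378 (Group II), with a median log2 fold change of 0.36 for treatment. This group depended on the scaling of the mice, and median-of-ratios normalization raised it to 262 genes. Its size also changed when single mice were left out. With the replicate block it held 97 genes.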

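By the signs of both effects 369 genes were higher at CT22 and lower in Ad-378 (Group III). Their median log2 fold change was -0.57 for treatment and -0.54 for CT10 over CT22. Limma with Benjamini-Hochberg adjustment for both factors left 19 of them, and the fits that each left out one mouse gave between 235 and 645 genes. The replicate block gave 336.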

Group III genes peaked around CT22 and were under-expressed in Ad-378 (314 genes). Group IV genes peaked around CT22 and were over-expressed in Ad-378 (46 genes). 

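By the signs of both effects 59 genes were higher at CT22 and higher in Ad-378 (Group IV), with a median log2 fold change of 0.63 for treatment and -0.73 for CT10 over CT22. Of these genes 25 had a mean RPKM under 1. Median-of-ratios normalization raised the group to 166 genes, and the replicate block gave 56. The size of the group also changed when single mice were left out.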

Since the under-expressed genes are more likely to be the direct targets of miR-378, we then focused on the genes in Group I and Group III and defined the genes in these two groups as miR-378 directly targeted circadian oscillating genes, denoted as miR-378 circadian targets. We applied DAVID program^33^ to identify the enriched biological functions for each group of genes using all mouse genes as the background. Interestingly, we found that the most significantly enriched function for Group I is cell cycle while the most significantly enriched function for Group III is positive regulation of programmed cell death and apoptosis (Supplementary Table S9). Five miR-378 circadian targets involved in cell cycle regulation (Ccne1, Runx3, Cdkn1a, Bbc3, and Bcl2) were selected to be validated by qPCR. 

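In the RNA-seq data all 5 genes were lower in Ad-378 and below 0.05 in the nominal F test for treatment. Ccne1 had 6.79 ± 1.17 RPKM at CT10 and 4.00 ± 0.07 RPKM at CT22 in Ad-null, and 1.38 ± 0.56 RPKM at CT10 and 0.55 ± 0.09 RPKM at CT22 in Ad-378 (SD, n = 2 mice each), with a log2 fold change of -2.61 (standard error 0.25, adjusted p = 0.0012 from limma). Bbc3 fell from 13.10 ± 0.49 to 9.57 ± 0.56 RPKM at CT10 and from 28.86 ± 3.34 to 14.55 ± 0.96 RPKM at CT22 (SD, n = 2 mice each). Its log2 fold change over both time points was -0.72 (standard error 0.12, adjusted p = 0.0090 from limma). For Cdkn1a it was -1.64 (standard error 0.39, adjusted p = 0.0368 from limma). Runx3, with -0.84 (adjusted p = 0.0741), and Bcl2, with -0.83 (adjusted p = 0.12), did not pass 0.05 after limma's adjustment. All Ad-378 mice were below all Ad-null mice at both time points for Ccne1, Runx3 and Bbc3 (exact permutation test, p = 0.056, the smallest this design allows), whereas mice of both treatments overlapped for Cdkn1a at CT22 and for Bcl2 at CT10 (exact permutation test, p = 0.11). With each mouse left out in turn, the adjusted p-value of Ccne1 stayed under 0.05 in all 8 fits and that of Cdkn1a in 0 of the 8. The largest move was that of Ccne1, to -1.70 with a pseudocount of 1. The paper sets its qPCR results beside these RNA-seq values and concludes that all of them changed upon miR-378 over-expression.

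**Figure D3:**
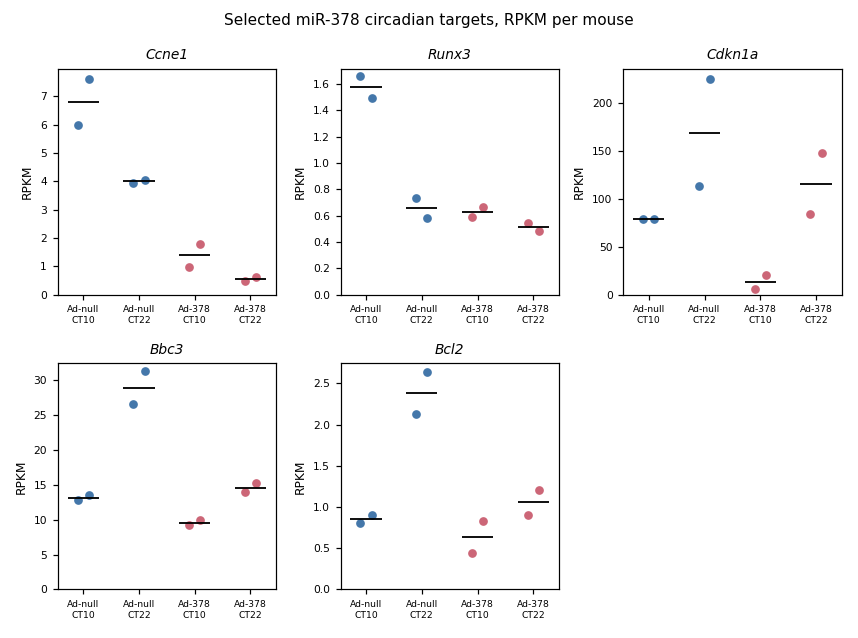
RPKM of Ccne1, Runx3, Cdkn1a, Bbc3 and Bcl2 in each mouse, by treatment and circadian time. Points are single mice and the black lines are the means of 2 mice. Ccne1 is between 0.49 and 1.78 RPKM in the Ad-378 mice.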

Consistent with the RNA-seq data, all of them showed significant changes upon miR-378 over-expression. 

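In the longest annotated 3′UTR of each gene on NCBIM37, exact matches to the seeds of miR-378 were counted, which is a narrower criterion than the Miranda algorithm. Ccne1 lies on chromosome 7 of NCBIM37 from 38883003 to 38892553, Runx3 on chromosome 4 of NCBIM37 from 134676567 to 134733905, Cdkn1a on chromosome 17 of NCBIM37 from 29227924 to 29237667, Bbc3 on chromosome 7 of NCBIM37 from 16894965 to 16903554 and Bcl2 on chromosome 1 of NCBIM37 from 108434755 to 108610851. Their 3′UTRs are 531, 2158, 1329, 971 and 5086 bases long in that order. The Bcl2 3′UTR holds 1 match to the miR-378-3p seed, starting at base 4479 counted from its first base, and the other 4 hold 0. For the miR-378-5p seed, Ccne1, Cdkn1a and Bcl2 hold 1 match each, and Runx3 and Bbc3 hold 0. The mature miR-378-3p sequence was found on chromosome 18 from 61557492 to 61557512 on the minus strand, within Ppargc1b (61457790 to 61560085).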

For all of them we can find the putative miR-378 binding sites on their 3′UTRs using Miranda algorithm (Fig. S5). miR-378 has been mostly described as an oncogene-like miRNA in different cancer cell lines^34^,^35^ and was reported to promote tumor growth, cell survival, and cell transformation^36^,^37^. 

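Ccne1 was higher at CT10, with a log2 fold change of CT10 over CT22 of 1.01 (standard error 0.25, adjusted p = 0.10 from limma). Cdkn1a was higher at CT22, with -2.14 (standard error 0.39, adjusted p = 0.0413 from limma). For both, all CT10 mice lay on one side of all CT22 mice within each treatment (exact permutation test, p = 0.056, the smallest this design allows). Their log2 fold changes for treatment were -2.61 and -1.64. The first moved most with a pseudocount of 1, to -1.70. The second moved most when either Ad-378 CT10 mouse was left out, to -2.07 without replicate 2 and to -1.22 without replicate 1. By the signs of its effects Ccne1 fell in Group I and Cdkn1a in Group III, and on these memberships the paper counts both as miR-378 circadian targets.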

We observed that both cyclin E1 (*Ccne1*) peaking around CT10, which is required for cell cycle G1/S transition and *Cdkn1a* peaking around CT22, which inhibits G1/S transition, are miR-378 circadian targets. It suggests that miR-378 may have dual roles in the circadian regulation of cell cycle progression.

### miR-378 is involved in circadian gene regulation

For the mRNA transcripts under circadian transcriptional regulation, the inclusion of miRNA regulation will affect their mRNA degradation and influence their baseline levels as well as their amplitudes of circadian oscillations. 

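The log2FC(CT10/CT22) of Ad-378 and Ad-null differed by less than 0.5 in 498 of the 774 Group I and Group III genes, which is 64.3% (95% Wilson interval 60.9 to 67.6%). The interval treats genes as independent, although all were measured in the same mice, so it does not cover the spread between mice. Among the 48 genes left when the groups were formed from Benjamini-Hochberg adjusted p-values, an alternative chosen after seeing the data, the share was 22.9%, the largest move. It rose to 87.4% with a pseudocount of 1, which compresses the fold changes of low genes, and to 78.3% among genes with a mean RPKM of at least 1. With the replicate block, which changes only the membership of the groups, it was 65.3%. Across the 8 fits that each left out one mouse it ranged from 45.2 to 62.8%. The paper reads the small differences as little or no change in relative amplitude for most miR-378 circadian targets.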

Comparing the relative amplitude defined as the log2-transformed fold changes between CT10 and CT22, i.e. log_2_FC(CT10/CT22), of Ad-378 and Ad-null, we observed that 80% of miR-378 circadian targets showed little or no differences in relative amplitudes (Fig. 5a), i.e. relative amplitude differences less than 0.5. These genes also tend to show little or no differences in their relative amplitudes between their nascent transcripts measured in Nascent-seq and mature mRNA transcripts measured in RNA-seq (Fig. 5b). This suggests that these genes may be already under strong regulation by miR-378 such that the over-expression of miR-378 does not further increase their circadian amplitudes. However we still identified 47 circadian oscillation genes peaking around CT10 (red dots in Fig. 5a) and 32 genes peaking around CT22 (blue dots in Fig. 5a) showing increased relative amplitudes upon miR-378 over-expression. 

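In the deposited values 49 Group I and 37 Group III genes had a relative amplitude larger by more than 0.5 in Ad-378, 86 in all, and 190 genes had a relative amplitude smaller by more than 0.5. In the nominal F test for the interaction of treatment and time, 31 of the 86 genes with a larger and 133 of the 190 genes with a smaller amplitude were below 0.05. When the limma interaction p-values were adjusted over all genes, 0 genes were below 0.05 (lowest adjusted p = 0.49). Groups from Benjamini-Hochberg adjusted p-values of the F test, an alternative chosen after seeing the data, moved the count most, to 0 genes. With limma and that adjustment the count was 10. A pseudocount of 1 gave 22 genes and the replicate block 80.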

Cell cycle related genes are significantly enriched among those genes (DAVID enrichment p-value = 3.3×10^−5^, using all mouse genes as the background). 

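Cdkn1a, on chromosome 17 of NCBIM37 from 29227924 to 29237667, had 78.60 ± 0.11 RPKM at CT10 and 169.00 ± 78.86 RPKM at CT22 in Ad-null, and 13.62 ± 10.20 RPKM at CT10 and 115.70 ± 45.31 RPKM at CT22 in Ad-378 (SD, n = 2 mice each). The ratio of mean RPKM at CT22 over CT10 was 8.50 in Ad-378 and 2.15 in Ad-null, and the ratio of these ratios was 3.95 from arithmetic means and 4.74 from geometric means. On the log2 scale the difference in log2FC(CT10/CT22) was -2.25 (standard error 0.77, adjusted p = 0.91 from limma). Before adjustment its p-value was 0.0196 from limma and 0.10 in the F test for the interaction. The increase thus did not pass adjustment over all genes, which depends on the other genes as well as on the spread between mice. Leaving out each mouse in turn gave differences from -3.10 to -1.40. The paper takes the larger ratio in Ad-378 as an increase in relative amplitude.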

In particular, *Cdkn1a* showed more than four-fold relative amplitude increase upon miR-378 over-expression. Therefore, miR-378 can influence the relative circadian amplitudes of cell cycle related genes by regulating their mRNA degradation rates. For these genes, we reasoned that the relative amplitudes of their premature transcripts may be also higher than those of their mature transcripts. 

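Only the Ad-378 and Ad-null mice were analysed here, and the nascent transcripts were not. Eid2 had 4.37 ± 1.55 RPKM at CT10 and 7.29 ± 1.08 RPKM at CT22 in Ad-null, and 2.05 ± 0.50 RPKM at CT10 and 5.15 ± 1.21 RPKM at CT22 in Ad-378 (SD, n = 2 mice each). Its ratio of mean RPKM at CT22 over CT10 was 1.67 in Ad-null and 2.51 in Ad-378, and the difference in log2FC(CT10/CT22) was -0.55 (standard error 0.47, adjusted p = 0.91 from limma). Por had 274.3 ± 31.4 RPKM at CT10 and 108.3 ± 2.3 RPKM at CT22 in Ad-null, and 261.1 ± 4.8 RPKM at CT10 and 64.1 ± 15.8 RPKM at CT22 in Ad-378 (SD, n = 2 mice each). Its ratio of CT10 over CT22 was 2.53 in Ad-null and 4.07 in Ad-378, a difference in log2FC(CT10/CT22) of 0.71 (standard error 0.26, adjusted p = 0.91 from limma). For Cdkn1a that difference was -2.25 (adjusted p = 0.91 from limma). The 3 differences had the direction of a larger amplitude in Ad-378 but did not pass adjustment over all genes. Before adjustment, limma's interaction p-values were 0.0196 for Cdkn1a, 0.28 for Eid2 and 0.0270 for Por. The F test for the interaction gave 0.10, 0.36 and 0.0644 in that order. With each mouse left out the 3 differences kept their signs, Eid2 ranging from -0.92 to -0.18. The paper compares the rise in amplitude from Ad-null to Ad-378 with that from mature to nascent transcripts.

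**Figure D4:**
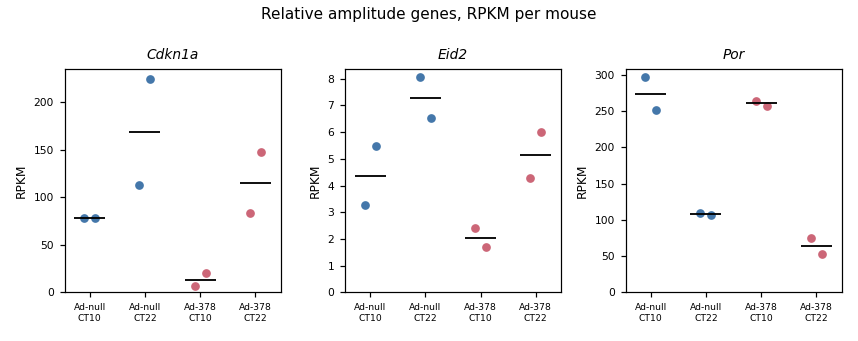
RPKM of Cdkn1a, Eid2 and Por in each mouse, by treatment and circadian time. Points are single mice and the black lines are the means of 2 mice. Cdkn1a and Eid2 are higher at CT22 and Por is higher at CT10.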

Indeed, we identified that three genes (*Cdkn1a*, *Eid2*, and *Por*) showed significant increased relative amplitudes in their nascent transcripts comparing to the mature transcripts in a similar fashion as in Ad-378 comparing to Ad-null (Fig. 5c).

We next examined the potential cooperation between core circadian TFs and miR-378 in circadian gene regulation. It has been known that the circadian oscillating genes peaking around CT10 are more likely regulated by BMAL1/CLOCK while the genes peaking around CT22 are more likely regulated by REV-ERBα/β^19^. Therefore, we overlapped the Group I genes with the BMAL1/CLOCK regulated genes and Group III genes with the REV-ERBα/β regulated genes. Here we defined BMAL1/CLOCK and REV-ERBα/β regulated genes by both physical TF binding data from ChIP-seq and functional data from TF knock-out RNA-seq or microarray from ours and published data (materials and methods). As such, we constructed a gene network involving miR-378 and circadian TFs (Fig. S7). We observed two types of regulatory motifs (Fig. 5d). 

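Gadd45a, on chromosome 6 of NCBIM37 from 66985090 to 66987451, had 4.49 ± 0.07 RPKM at CT10 and 2.40 ± 0.22 RPKM at CT22 in Ad-null, and 3.70 ± 0.16 RPKM at CT10 and 1.26 ± 0.27 RPKM at CT22 in Ad-378 (SD, n = 2 mice each). It was higher at CT10, with a log2 fold change for time of 1.24 (standard error 0.19, adjusted p = 0.0205 from limma), and lower in Ad-378, with -0.61 (standard error 0.19, adjusted p = 0.0863 from limma). Por, on chromosome 5 of NCBIM37 from 136145903 to 136211196, was higher at CT10, with 1.69 (standard error 0.13, adjusted p = 9.2e-04 from limma). Its log2 fold change for treatment was -0.42 (standard error 0.13, adjusted p = 0.0915 from limma). At CT22 it was -0.78 and at CT10 -0.07, and the interaction did not separate these values after adjustment (adjusted p = 0.91). The treatment effect of Gadd45a moved most with a pseudocount of 1, to -0.41, and that of Por with median-of-ratios normalization, to -0.27. The paper overlaps Group I genes such as these with BMAL1/CLOCK regulated genes to build its feed-forward loop.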

In the first motif, which is a feed-forward loop (FFL), miR-378 cooperated with BMAL1/CLOCK to regulate the genes including *Gadd45a* and *Por* with the circadian peak around CT10. In the second motif, miR-378 cooperated with REV-ERBα/β to regulate the genes including *Cdkn1a* and *Bcl2* with circadian peaks around CT22.

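Bcl2, on chromosome 1 of NCBIM37 from 108434755 to 108610851, had 0.85 ± 0.07 RPKM at CT10 and 2.38 ± 0.36 RPKM at CT22 in Ad-null, and 0.64 ± 0.28 RPKM at CT10 and 1.06 ± 0.21 RPKM at CT22 in Ad-378 (SD, n = 2 mice each). It was higher at CT22, with a log2 fold change for time of -1.13 (standard error 0.28, adjusted p = 0.11 from limma), and lower in Ad-378, with -0.83 (standard error 0.28, adjusted p = 0.12 from limma). Cdkn1a was also higher at CT22, with a log2 fold change for time of -2.14 (standard error 0.39, adjusted p = 0.0413 from limma), and lower in Ad-378, with -1.64 (standard error 0.39, adjusted p = 0.0368 from limma). Its treatment log2 fold change was -2.77 at CT10 (adjusted p = 0.0496) and -0.52 at CT22 (adjusted p = 0.66), and the interaction was not separated from 0 after adjustment (adjusted p = 0.91). For Bcl2 a pseudocount of 1 moved the treatment value most, to -0.45. The paper overlaps Group III genes such as these with REV-ERBα/β regulated genes to build its second motif.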

For the miR-378 circadian target genes that lack circadian transcriptional regulation, miR-378 alone can lead to their circadian expression by rhythmic post-transcriptional regulation. Lück *et al.* have previously identified 493 circadian oscillating genes under rhythmic post-transcriptional regulation^38^. We overlapped the miR-378 circadian targets in our study with Lück *et al.*’s result. We found that there was a significant overlap between these two gene sets (Fisher’s exact test p-value = 4.74×10^−6^, odd ratio = 2.65). Interestingly, five genes involved in the regulation of transcription (*Rdbp, Elp3, Fus, Irf2, Pnrc2*) were among the overlapped genes. These genes either showed significant increases in oscillation amplitudes of mature transcripts comparing to nascent transcripts such as *Fus* or large phase shift between nascent and mature transcripts such as *Rdbp* and *Pnrc2*. 

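Rdbp, Elp3, Irf2 and Pnrc2 were lower in Ad-378 and below 0.05 in the nominal F test for treatment. Rdbp had 51.9 ± 5.5 RPKM at CT10 and 53.6 ± 0.7 RPKM at CT22 in Ad-null, and 32.0 ± 0.1 RPKM at CT10 and 40.8 ± 2.8 RPKM at CT22 in Ad-378 (SD, n = 2 mice each), a log2 fold change of -0.54 (standard error 0.10, adjusted p = 0.0152 from limma). The log2 fold change was -0.40 for Elp3 (adjusted p = 0.0768), -0.21 for Irf2 (adjusted p = 0.23) and -0.46 for Pnrc2 (adjusted p = 0.0912), none of which passed 0.05 after limma's adjustment. All Ad-378 mice were below all Ad-null mice at both time points for Rdbp, Elp3 and Irf2 (exact permutation test, p = 0.056, the smallest this design allows), but not for Pnrc2 (exact permutation test, p = 0.11). Median-of-ratios normalization moved Irf2 most in proportion, to -0.06, and gave -0.39 for Rdbp (adjusted p = 0.0767 from limma).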

Meanwhile, they were also significantly under-expressed in Ad-378 vs. Ad-null in our study (Supplementary Fig. S6). *Fus* is a circadian oscillating gene that shows consistent circadian expression across many different tissues in mouse^39^. Consistent with our result, Ma *et al.* showed that miR-378 promotes the migration and metastasis of liver cancer cells by down-regulating *Fus* expression^29^. Therefore, circadian post-transcriptional regulation of *Fus* by miR-378 can further contribute to the circadian regulation of cell cycle. The post-transcriptional regulation of these genes by miR-378 may play a predominant role in their circadian regulation.

## Discussion

In mouse, liver is the most extensively studied peripheral tissue in circadian rhythm so far. Various high-throughput technologies including microarray, RNA-seq, and ChIP-seq have been applied to the study of circadian rhythm in mouse liver. Several papers have reported the functions of miRNAs in circadian rhythm in mouse liver. But the studies on specific miRNAs showed that the miRNAs of circadian functions are either arrhythmic or only rhythmic^17^ at primary transcript level^15^, while two systematic investigations of circadian miRNAs in mouse liver at mature level resulted in quite different miRNA lists^13^,^14^. In this study, we first identified 57 miRNA primary transcripts showing significant and consistent circadian oscillations by integrating two independent next-generation sequencing data of nascent transcripts in mouse liver. We investigated their regulations by core circadian regulators by integrating the circadian ChIP-seq data. Notably, three of them have already been reported to be involved in circadian regulation, which suggests that the miRNAs rhythmic at primary level could harbor circadian functions. We then compared the primary miRNA expression with the mature miRNA expression and found only four miRNAs that showed consistent circadian phases with their primary transcripts while the circadian amplitudes of the mature miRNAs are only around one third of the primary transcripts. The average half-life of mature miRNAs in mammals was estimated to be around 119h^40^. Under such long half-lives, most circadian primary transcripts will not lead to miRNAs with detectable circadian oscillation at mature level, which may also explain the inconsistency of the high-throughput studies designed to identify the mouse liver circadian miRNAs. Therefore, we proposed that the circadian expression of miRNAs at primary level can be a better criterion to define circadian miRNAs.

In the light of our result, there are two scenarios of how miR-378 could exert its impact on circadian expression. First, Gatfield *et al.*^15^ suggested that miRNAs such as miR-122 that are arrhythmic at mature level could contribute to the large amplitudes of oscillation of target mRNA transcripts by maintaining their high but constant degradation rates. Supporting this model, we identified 79 miR-378 circadian targets that showed increased relative amplitudes upon miR-378 over-expression. 

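By the signs of both effects 86 of the 774 Group I and Group III genes had a relative amplitude larger by more than 0.5 in Ad-378, and 190 had one smaller by more than 0.5. With groups from Benjamini-Hochberg adjusted p-values of the F test, chosen after seeing the data, 0 genes had a larger and 37 a smaller amplitude. With limma and that adjustment, also chosen after seeing the data, it was 10 against 3. With a pseudocount of 1, 22 genes had a larger amplitude, and with a cutoff of 1 in place of 0.5, 33 did. The fits that each left out one mouse gave 56 to 142 such genes. The paper takes the genes with increased relative amplitudes as support for a model in which constant degradation enlarges oscillation.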

For the rest of miR-378 circadian targets that do not show significant amplitude changes, it is still possible that they are strongly regulated by miR-378 in wild type mice so that miR-378 over-expression can not increase their amplitudes further. This model can explain how the miRNAs that are either weakly rhythmic or arrhythmic at mature level could contribute to the circadian regulation. Second, we observed that the genes under rhythmic post-transcriptional regulation significantly enriched in miR-378 circadian targets. As the mature miRNA-378-3p and miRNA-378-5p still showed low amplitudes of circadian oscillation, the circadian expression of these targets may be driven by rhythmic post-transcriptional regulation through miRNA-378. In this scenario, miRNAs rhythmically regulate the degradation of the target mRNAs and thus are crucial for their circadian expression.

Circadian regulation is an essential control mechanism of cell cycle^41^. Our functional annotation has pointed to the cross talk between circadian rhythm and cell cycle through miR-378. Among the cell cycle genes targeted by miR-378, *Ccne1* peaking around CT10 is required for cell cycle G1/S transition, while *Cdkn1a*, an inhibitor of G1/S transition, shows circadian peak around CT22 and has long been shown to be repressed by REV-ERBα^42^. In NIH-3T3 cells, *Cdkn1a* is also significantly under-expressed in miR-378 over-expression and up-regulated in miR-378 inhibition^32^. We suggested that miRNA-378 might regulate different groups of target genes by cooperating with different circadian TFs (Fig. 5d). It has been shown that one of our motifs constituting a FFL is particularly prevalent in the miRNA-mediated regulatory network^43^. Through both of our motifs, miR-378 can further fine-tune the circadian amplitudes of target genes by increasing their degradation rates. In addition, miR-378 has been reported to be involved in metabolic process. In human breast cancer cells, miR-378 induces metabolic shift by inhibiting the expression of two PGC1β partners, ERRγ and GABPA. This leads to the decrease of gene expression in oxidative phosphorylation and the increase in glycolysis^44^. In mouse liver, it has been shown that miR-378 targets p110*α* and controls glucose and lipid homeostasis by modulating hepatic insulin signaling^30^. 

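Pdk4, on chromosome 6 of NCBIM37 from 5433351 to 5446309, had 1.83 ± 0.26 RPKM at CT10 and 10.92 ± 0.54 RPKM at CT22 in Ad-null, and 1.08 ± 0.41 RPKM at CT10 and 5.71 ± 0.91 RPKM at CT22 in Ad-378 (SD, n = 2 mice each). Its log2 fold change for treatment was -0.87 (standard error 0.22, adjusted p = 0.050003 from limma), and all Ad-378 mice were below all Ad-null mice at both time points (exact permutation test, p = 0.056, the smallest this design allows). For time it was -2.51 (standard error 0.22, adjusted p = 0.0018 from limma), higher at CT22. Por had a log2 fold change for treatment of -0.42 (standard error 0.13, adjusted p = 0.0915 from limma) and its mice overlapped between treatments (exact permutation test, p = 0.17). The value of Pdk4 moved most with a pseudocount of 1, to -0.64, and that of Por with median-of-ratios normalization, to -0.27.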

In our study, two metabolic genes (*Pdk4* and *Por*) showing robust circadian expression in mouse liver are under-expressed upon miR-378 over-expression. *Pdk4* is involved in glucose metabolism while *Por* is involved in oxidative reduction. Our findings may provide the explanation of the time-of-day dependent function of miR-378 in the regulation of cell cycle and metabolism.

In summary, our study suggests a new way of searching for miRNAs with circadian functions, i.e. among the miRNAs showing circadian expression in their primary transcripts. We have provided evidences for the role of miR-378 in circadian regulation. Future studies will be necessary to explore the circadian functions of the rest of circadian primary miRNA transcripts.

## Material and Methods

### Assembly of miRNA primary transcripts

Vespucci program^20^ developed for the identification of *de novo* transcripts from GRO-sequencing data, was applied to assemble the mouse liver primary miRNA transcripts from strand-specific mouse liver circadian GRO-seq data^19^ with two modified parameters, DENSITY_MULTIPLER = 100 and MAX_EDGE = 1000. The primary transcripts containing known miRNA precursors were extracted. The identified mouse liver primary transcripts were listed in Supplementary Table S1.

### Identification of circadian miRNA primary transcript

Sequencing reads from GRO-seq^19^ and Nascent-seq^3^ were mapped to mouse genome (mm9) by Bowtie2 program (default parameter)^22^. The read number of each primary transcript was normalized to reads per kilobase per million tags (RPKM).We searched for the circadian oscillating miRNA primary transcripts that showed significant and consistent circadian oscillation on both GRO-seq and Nascent-seq data by fitting them to the common cosine functions with 24 hours’ period and shifting phases as described previously^39^. The circadian primary transcripts were defined as the summed log2-transformed cosine fitting p-value > 9 and circadian phase difference <4. False discovery rate (FDR) was calculated by randomly shuffling the gene 1000 times. The cutoffs that we used corresponded to an overall FDR = 29% as computed from random permutation.

### Animal preparation and sample collection

All mice were males aged 8–12 weeks and were maintained on a C57BL/6J background. The mice were housed under a 12-h light/12-h dark regimen with food and water available ad libitum for one week before being switched to complete darkness. The mice were switched to complete darkness two days before execution. CT0 is defined as the time when the lights are turned on. The animal handing protocols have been approved by Institutional Animal Care and Use Committee of Institute for Nutritional Sciences. All experimental procedures performed followed the guidelines of the Institutional Animal Care and Use Committee of Institute for Nutritional Sciences. Ad-378 and Ad-null mice were generated as previously described^30^. Basically, DNA fragments encoding miR-378 were introduced into pENTR/U6 vector under the control of the human U6 promoter. 5 × 10^8^ plaque-forming unit viruses were administered to four Ad-378 mice through tail vein injection for miR-378 over-expression. Control viruses were injected to four Ad-null mice. Two Ad-378 and two Ad-null mice were sacrificed at CT10 and CT22 respectively eight days after injection. To validate the circadian expression of miRNA primary transcripts, liver samples from wild-type mice were collected. Starting at CT0, three mice were killed every four hours for 48 hours. Livers of all mice were quickly dissected and snap-frozen in liquid nitrogen and stored at −80 °C.

RNA samples of livers from three liver-specific *Bmal1* cKO mice and three wild-type mice (Bmal1^*flox/flox*^) sacrificed at CT0 and CT12 respectively were provided by Dr. Yi Liu (Institute for Nutritional Sciences). Basically, Bmal1^*flox/flox*^ mice were obtained from Jackson’s Lab (stock no. 007668). These mice have loxP sites flanking exon 8 of the *Bmal1* gene. Then the *Bmal1*^flox/flox^ mice were bred to mice expressing CRE recombinase with liver specific promoter. The resulting offsprings have the exons encoding BMAL1 basic helix-loop-helix (bHLH) domain deleted in the liver.

### qPCR of miRNA primary transcripts

Total RNA was isolated from mouse liver by Trizol (Invitrogen). Total RNA quantities were measured by a Nanodrop spectrometer. RNA quality was assessed by an Agilent Bioanalyzer. 500 ng of total RNA was reverse transcribed using random hexamer and the Superscript II reverse transcriptase (Invitrogen). 5 μl of RT product (1:10 diluted) and SYBR Green I Master Mix (Roche) were used in qPCR on a LightCycler 480 (Roche). The specificity of PCR was checked by melting curve analysis. In every qPCR assay, *Actb* was used as the control for any significant bias of starting materials across samples. Specific primers for miRNA primary transcripts were listed in Supplementary Table S3. The same qPCR procedure was applied to validate the expression pattern of cell cycle genes upon miR-378 over-expression, and the primers for the cell cycle genes were listed in Supplementary Table S10.

### Promoter analysis of circadian miRNAs

Mouse liver H3k4me3 and PolII ChIP-seq data from Bing Ren’s lab^45^ were used to confirm that our *de novo* assembled primary miRNA transcripts indeed captured the 5′ end of the transcripts. The sequencing reads were mapped to mouse genome (mm9) using bowtie2 program (default parameter)^22^. MACS program^46^ was applied to identify the binding peaks of ChIP-seq data (MACS 1.4.2, default parameter). For the six transcripts that do not overlap with H3K4me3 and Pol II marks, we corrected their 5′ ends of transcripts to the centers of the nearest H3K4me3 or Pol II marks.

The fastq files containing the raw sequence reads of the circadian ChIP-seq data were downloaded from GEO database (http://www.ncbi.nlm.nih.gov/geo) and listed in Supplementary Table S4. For the ChIP-seq experiments conducted across multiple circadian time points, we selected the time point corresponding to the binding peak of each regulator. The reads were mapped to mouse mm9 genome using bowtie2 (default parameters)^22^ while bowtie1 were used for to Koike *et al.*’s color-space SOLID RNA-seq data. MACS program^46^ was applied to identify the binding sites of each regulator (MACS 1.4.2, default parameter). The regulators having binding sites between upstream 5,000 bp of 5′ end and 3′ end of the transcripts were defined as the regulators of the miRNA primary transcripts. For the six BMAL1 ChIP-seq datasets, we defined the physical binding of BMAL1 on the transcripts if the binging events appear in at least two datasets. For the other regulators, we defined their binding as long as their binding events appear in at least one dataset. The number of datasets supporting the binding of regulators on each miRNA primary transcript was listed in Supplementary Table S5.

BMAL1 ChIP-PCR analysis, analysis of mouse liver circadian miRNA-seq data, qPCR of mature miR-378-3p and miR-378-5p expression, circadian miRNA target identification, RNA-sequencing and data analysis, miR-378-3p targets in NIH-3T3 cell, mouse liver circadian database, comparison of the relative circadian amplitudes of nascent and mature transcripts, and regulation of circadian TFs are available in the Supplementary information.

## Additional Information

**Accession codes**: RNA-seq data of miR-378 over-expression and liver-specific *Bmal1* cKO were submitted to GEO under accession numbers GSE73308 and GSE73271.

**How to cite this article**: Wang, H. *et al.* Oscillating primary transcripts harbor miRNAs with circadian functions. *Sci. Rep.* **6**, 21598; doi: 10.1038/srep21598 (2016).

## Supplementary Material

Supplementary Tables

Supplementary Information

## Figures and Tables

**Figure 1:**
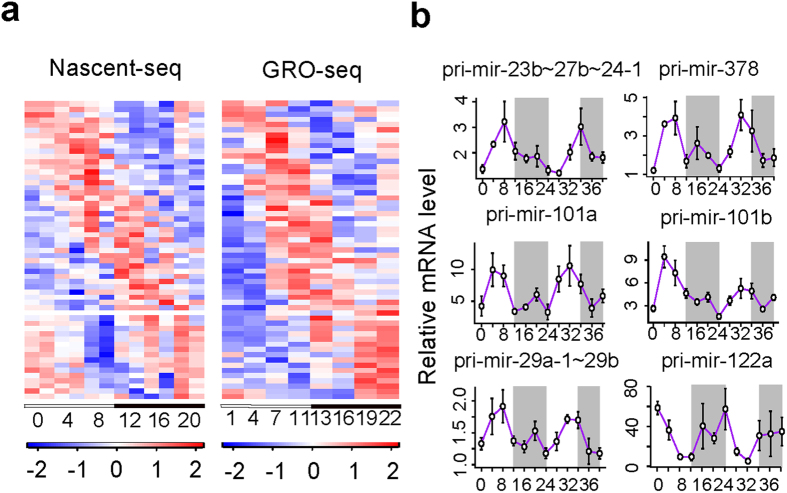
Circadian expression of miRNA primary transcripts. (**a**) Two heatmaps showed the expression patterns of circadian miRNA primary transcripts from Nascent-seq and GRO-seq respectively. High (red) and Low (blue) expression values as Z-scored normalized ratios are indicated in the color scale bar at the bottom. Black/white bars indicate the circadian day (white) and night (black) of the consecutive circadian cycles. (**b**) Expression patterns of circadian miRNA primary transcripts validated by qPCR. The x-axis represents the circadian time (CT), while the y-axis represents the relative expression values normalized by those of *Actb*. The white regions represent subjective day while the gray regions represent subjective night.

**Figure 2:**
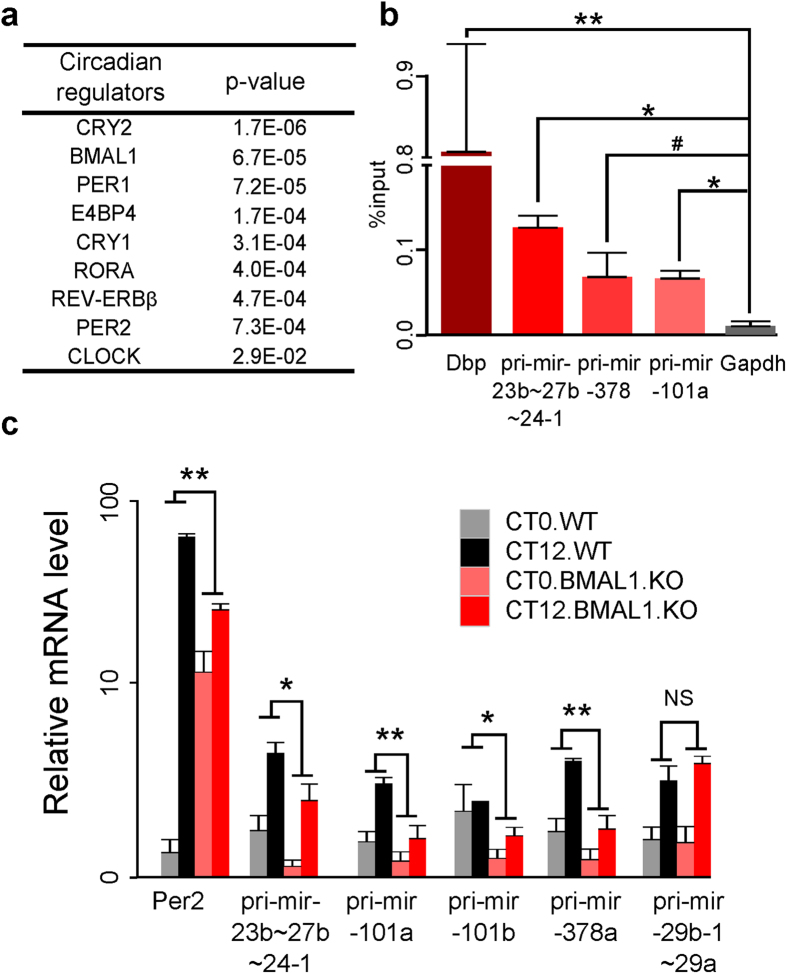
The regulation of circadian miRNA primary transcripts by circadian regulators. (**a**) circadian regulator binging sites are enriched on the promoters of the circadian oscillating miRNA primary transcripts comparing to all miRNA primary transcripts. Enrichment p-values were calculated by proportion test. (**b**) BMAL1 ChIP-PCR showed that the promoter regions of pri-mir-23b~27b~24-1, pri-mir-378, and pri-mir-101a are bound by BMAL1/CLOCK. *Gapdh* is used as the negative control, while Dbp is used as the positive control. **represents Student’s t-test (unpaired, two-sided) p-value < 0.01, *represents Student’s t-test (unpaired, two-sided) p-value < 0.05. #represents Student’s t-test (unpaired, two-sided) p-value < 0.1 (marginally significant). (**c**) qPCR analysis of circadian miRNA primary transcripts of liver-specific *Bmal1* cKO mice and wild-type mice. *Per2* is used as the positive control. The y-axis has an exponential scale. Two-way ANOVA using circadian time (CT0 and CT12) and genotype (*Bmal1* cKO vs. wild-type) as two factors were applied to assess the statistical significance. **represents ANOVA p-value for genotype < 0.01, *represents ANOVA p-value for genotype < 0.05, NS stands for not significant p-value.

**Figure 3:**
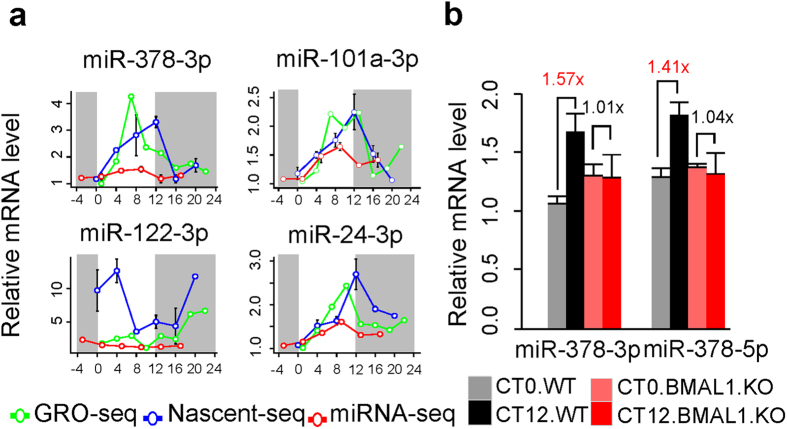
Circadian expression of mature miRNAs. (**a**) Comparison of the expression of circadian miRNA primary transcripts and their corresponding miRNAs at mature level. The green lines represent the expression values of primary transcripts from GRO-seq. The blue lines represent the expression values of primary transcripts from Nascent-seq. The red lines represent the expression values of mature transcripts from miRNA-seq. The white regions represent subjective day while the gray regions represent subjective night. (**b**) Expression patterns of miR-378-3p and miR-378-5p in liver-specific *Bmal1* cKO mice and wild-type mice at CT0 and CT12. Student’s t-test (unpaired, two-sided) p-value < 0.05 are highlighted in red color for comparisons between liver-specific *Bmal1* cKO mice with wild-type mice.

**Figure 4:**
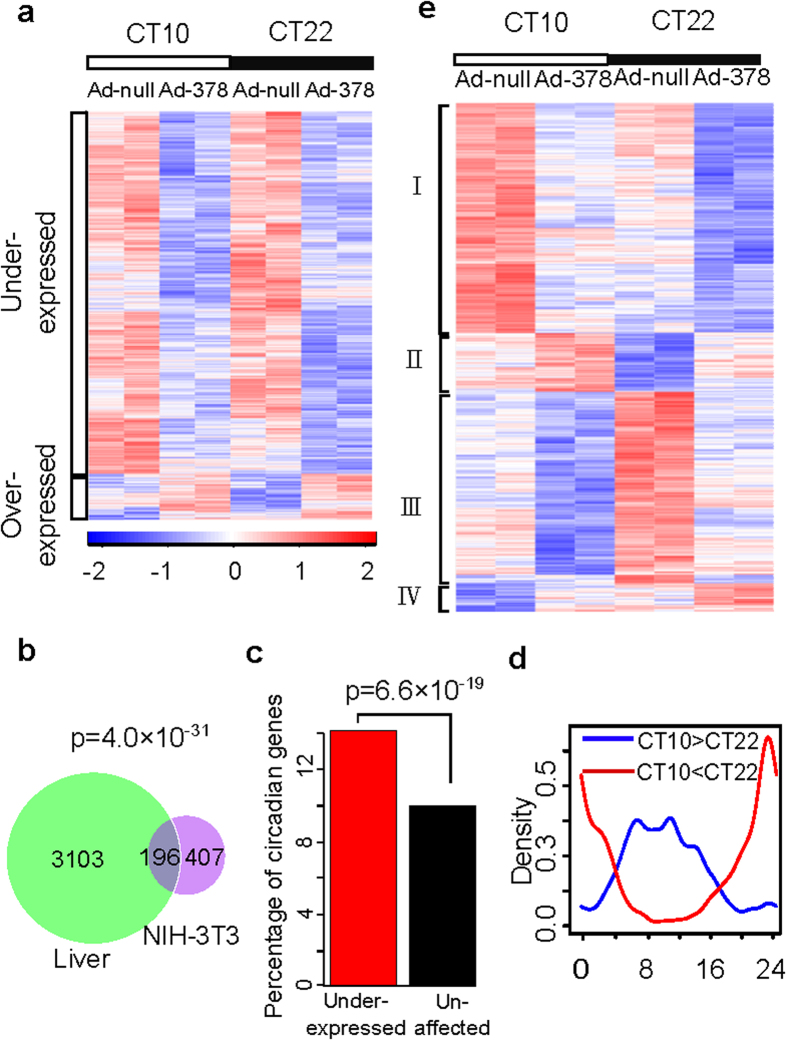
Transcriptome profile of miR-378 over-expression in mouse liver. (**a**) Heatmap of all genes affected by miR-378 over-expression. The genes are clustered into two groups based on their expression patterns. High (red) and low (yellow) expression values as Z-scored normalized ratios are indicated in the color scale bar at the bottom. Black/white bars indicate the circadian day (white) and night (black) of the consecutive circadian cycles. (**b**) The number of overlapping genes between under-expressed genes in Ad-378 comparing to Ad-null (green circle) and miR-378-3p targets from Ruckerl *et al.*’s data (purple circle). Enrichment p-value was determined by Fisher’s exact test. (**c**) Enrichment of circadian transcripts in under-expressed genes upon miR-378 over-expression. Enrichment p-value was determined by proportion test. (**d**) Comparison of the circadian peak times in our data with the peak times from mouse liver circadian database. The red curve represents the circadian peak time distribution for genes over-expressed at CT22 in our data. The blue curve represents the circadian peak time distribution for genes over-expressed at CT10 in our data. (**e**) Heatmap of the circadian oscillating genes affected by miR-378 over-expression. The transcripts are clustered into four groups based on their expression patterns. High (red) and low (yellow) expression values as Z-scored normalized ratios are indicated in the color scale bar at the bottom. Black/white bars indicate the circadian day (white) and night (black) of the consecutive circadian cycles.

**Figure 5:**
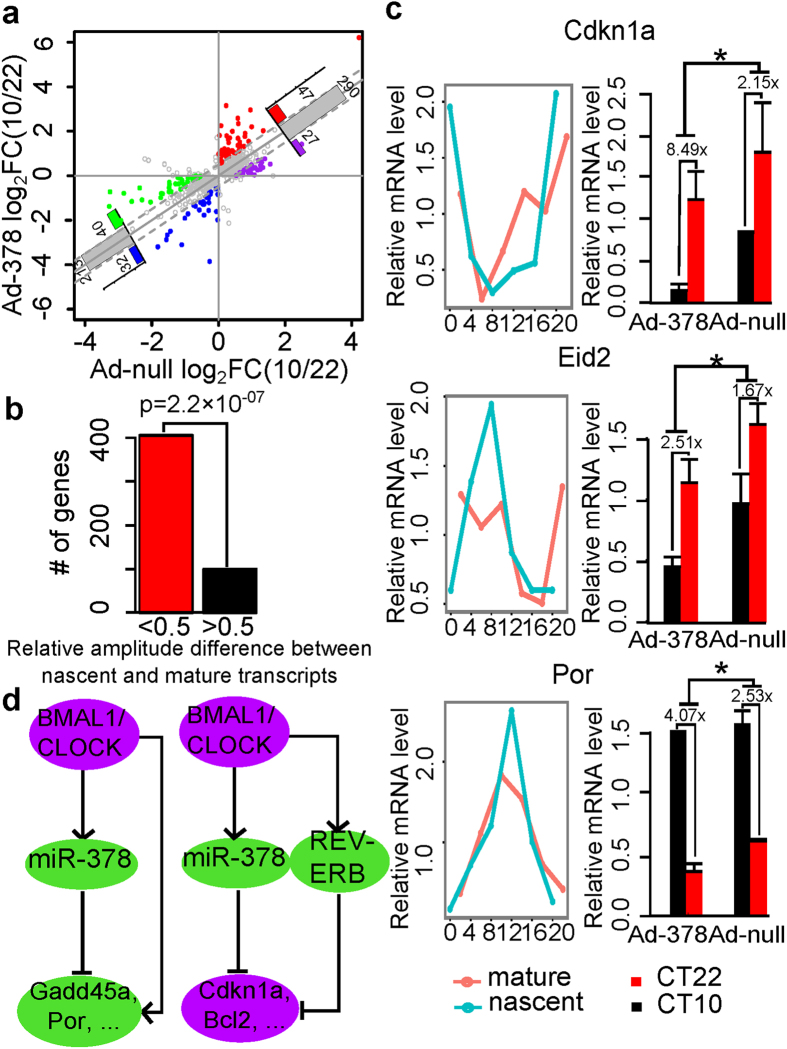
miR-378 in circadian gene regulation. (**a**) Comparison of the log2-transformed fold changes of CT10 and CT22 (log_2_FC(CT10/CT22)) between Ad-null and Ad-378 of miR-378 circadian targets (Group I and Group III genes in Fig. 4e). The solid grey line represents y = x. The dashed grey lines represent y = x ± 0.5. The colored dots represent the genes with log_2_FC(CT10/CT22) differences between Ad-378 and Ad-null larger than 0.5, while the grey nodes represent the genes with the difference less than 0.5. Number of genes in each group is indicated in the bar plot. (**b**) Comparison of the relative amplitudes (log2-transformed peak to trough ratio) between nascent and mature transcripts of the grey dots in 5a. Red bar represents the genes that do not show relative amplitude changes (difference of the relative amplitude less than 0.5). Black bar represents the genes with relative amplitude changes (difference of the relative amplitude larger than 0.5). Enrichment p-values were calculated by Fisher’s exact test using the relative amplitude differences between nascent and mature transcripts of all mouse genes as the background. (**c**) The expression patterns of the three genes (*Cdkn1a*, *Eid2*, and *Por*) that showed increased relative amplitudes in nascent transcript comparing to mature transcript and in Ad-378 comparing to Ad-null. The left figures show the expression patterns of nascent and mature transcripts and the right figures show the expression patterns upon miR-378 over-expression. *represents ANOVA p-value for treatment < 0.05. (**d**) Two gene regulatory motifs formed by miR-378 and circadian TFs (BMAL1/CLOCK, REV-ERBα/β). The green nodes represent the genes peaking around CT10, while the purple nodes represent the genes peaking around CT22.

**Table 1:** List of circadian oscillating miRNA primary transcripts sorted according to their circadian phases in circadian time (CT).

Primary miRNA transcript	Significance score	Circadian phase (CT)
mmu-mir-6935	11.33	0.33
mmu-mir-340	14.42	0.42
mmu-mir-190a	10.31	0.50
mmu-mir-7223	9.78	2.67
mmu-mir-5104	17.86	3.17
mmu-mir-6371	9.15	3.50
mmu-mir-1933	9.05	3.83
mmu-mir-3073a	9.40	4.00
mmu-mir-7036b	13.08	4.17
mmu-mir-1962	9.31	4.50
mmu-mir-1927	10.31	4.83
mmu-mir-2139	14.53	5.00
mmu-mir-7664	11.05	5.67
mmu-mir-1249	9.18	6.00
mmu-mir-5120	12.53	6.00
mmu-mir-1950	10.74	7.17
mmu-mir-7072	10.26	7.17
mmu-mir-101b	13.80	7.67
mmu-mir-1892	10.97	8.50
mmu-mir-7046	10.92	9.00
mmu-mir-378	9.25	9.17
mmu-mir-342	10.34	9.83
mmu-mir-29b-1~29a	16.18	10.00
mmu-mir-1190	9.64	10.33
mmu-mir-7048	13.09	10.33
mmu-mir-101a	11.64	10.50
mmu-mir-6896	15.58	11.33
mmu-mir-6908	12.16	11.83
mmu-mir-7661	13.57	12.00
mmu-mir-8114	10.05	12.00
mmu-mir-1947	13.31	12.67
mmu-mir-6953	9.63	12.83
mmu-mir-23b~27b~24-1	9.52	13.00
mmu-mir-1906-1	9.32	13.17
mmu-mir-6972	13.48	13.50
mmu-mir-6930	9.57	13.67
mmu-mir-455	10.44	14.00
mmu-mir-6971	9.52	14.50
mmu-mir-21a	10.18	16.33
mmu-mir-1191b	9.11	17.00
mmu-mir-484	10.18	17.00
mmu-mir-7687	9.46	17.17
mmu-mir-1936	12.34	19.67
mmu-mir-6353	10.62	19.67
mmu-mir-8107	10.06	20.00
mmu-mir-7063	10.25	20.33
mmu-mir-3087	13.90	20.50
mmu-mir-7022	11.37	20.50
mmu-mir-8093	9.64	20.50
mmu-mir-7052	10.12	20.67
mmu-mir-1955	11.44	20.83
mmu-mir-5131	13.49	21.17
mmu-mir-122	9.20	22.25
mmu-mir-130a	9.63	22.50
mmu-mir-6963	12.34	22.83
mmu-mir-3962	25.12	23.83
mmu-mir-6964	11.93	23.83

The significance score is defined as summed − (log2-transformed cosine fitting p-value).

How the deposited data were processed for this re-analysis (not part of the article)

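Liver RNA of 8 male mice, 2 in each group of treatment (Ad-null or Ad-378) and circadian time (CT10 or CT22), was sequenced by the authors, with 1 library per mouse. The authors deposited RPKM values of 30493 RefSeq transcripts per mouse, rounded to 3 decimals. The aligner, the counting and the annotation version are described in a supplementary text that was not analysed here. The readable rows of Table S8, 1997 in number, hold the same values with more digits. Before the values were deposited, the authors had replaced zeros by the mean of the 8 mice for that transcript. This was inferred from the values themselves, and by this rule 4075 transcripts (17.2% of those with a non-zero value) hold such a replacement. The number of replaced values per mouse was 1955.5 ± 74.1 in Ad-null and 2359 ± 83.0 in Ad-378 (SD, n = 4 mice each). A replaced value is larger than the reading it stands for and equal across mice, which can make the spread within a group too small.

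Read counts and total depth are unknown. Relative depth was read from the steps of 1 read among transcripts of Table S8 with a mean RPKM under 0.15, and lay between 0.94 and 1.06 of that of 1 Ad-null CT22 mouse. A low value in 1 mouse rests on few reads, so results of genes with a mean RPKM under 1 are the least precise.

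Groups were taken from the sample labels and the paper. For each gene symbol the transcript with the highest mean RPKM was used. Values were taken to log2 without a pseudocount, since zeros were already replaced. In 20 transcripts some values are rounded to 0, and for these the smallest non-zero value of the transcript divided by 2 was used. Transcripts with 0 in all mice, 6746 in number, were left out. A two-way linear model with treatment, time and interaction was fitted per gene (F test, nominal threshold 0.05), as the paper did. Named genes were fitted with limma 3.58.1 in R 4.3.3 (lmFit, eBayes with trend) on the same log2 values, with Benjamini-Hochberg adjustment over 17661 genes. All adjusted p-values of single genes are from limma. Named genes were also tested by an exact permutation of treatment within time points (36 arrangements) and of time within treatments. Group I to IV membership followed the signs of both effects, in place of hierarchical clustering. Relative amplitude was the log2FC(CT10/CT22) of each treatment, and a difference of more than 0.5 counted as larger or smaller.

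The genes were chosen as those the paper names for this experiment, not all of which are reported, and the 5 genes with the most negative and the 5 with the most positive log2 fold change for treatment among genes with a mean RPKM of at least 1, an adjusted p-value under 0.05 and every Ad-378 mouse on the same side of every Ad-null mouse at both time points. Lists of cell cycle, immune and hepatocyte genes were written before the files arrived and were tested by Fisher's exact test and by 100000 random gene sets matched in expression. Seed matches were sought in the longest 3′UTR per gene symbol of the GENCODE annotation on NCBIM37, the same assembly as the mm9 build the paper names. The 3′UTR need not be that of the RefSeq transcript used, which the annotation does not list. Of the 17661 genes 88.9% had a 3′UTR there. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 was used.

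The tests were tested on simulated data. With 200 genes changed by known fold changes, limma recovered 64.5% of them at an adjusted p-value under 0.05, with 3.0% false calls, and 4.7% of the unchanged genes were below the nominal 0.05 in the F test. These data held only genes with a mean RPKM of at least 1 and no replaced value, with normally distributed errors. The rates therefore do not cover rarer genes or genes with replaced values, which the main fit includes. Of random gene sets 7% had a matched-set p-value under 0.05. The alternatives tried were pseudocounts of 0.1 and 1, filters on mean RPKM, median-of-ratios normalization, other transcripts of a gene, the limma test, a replicate block, leaving out each mouse, adjusted p-values, a model without interaction, the RPKM scale, arithmetic means and an amplitude cutoff of 1. Filters on mean RPKM of 0.01, 0.05, 0.1, 0.2 and 0.5, leaving out transcripts with a replaced value, requiring the same sign of log2FC(CT10/CT22) in both treatments, and relative amplitudes for groups from adjusted p-values were added after the counts had been seen. The functional annotation of DAVID, the starBase interactions, published circadian lists and nascent transcripts were not analysed here.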

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

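Major urinary protein (Mup) transcripts took up 37.3% of the summed RPKM in Ad-null CT10 replicate 2, and 22.2 to 23.2% in the other 3 Ad-null mice, which sets this mouse apart from them. Of 18 groups of 4 mice examined over 9 measures, 1 was flagged. How many chance alone would flag was not computed. The explanations were written after the share had been seen. If the mouse were a mislabelled Ad-378 mouse, its cell cycle genes should have been low, but their mean log2 deviation from the mean of the 8 mice was 1.23, against 1.02 to 1.30 in the other Ad-null mice and -1.47 to -0.99 in the Ad-378 mice. Its relative depth was 0.948, within the range of the other mice. No biological explanation was tested.

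Summed Mup RPKM was higher in Ad-378, with a log2 fold change of 1.19 (exact permutation test within time points, p = 0.056, the smallest this design allows), in genes the paper does not discuss. All 19 Mup genes with a mean RPKM of at least 1 were higher in Ad-378, and 7 of them had an adjusted p-value under 0.05 with limma. The explanations were written after the result was seen. Reads moved between near-identical copies would raise some copies and lower others, whereas 19 of the 19 were higher. Reads counted at several copies would instead move all copies together, so the 19 are not independent and cannot test this. It would also enlarge the Mup share of the summed RPKM. How such reads were counted is not known here. After median-of-ratios scaling the log2 fold change was 1.34. That scaling raises all Ad-378 values relative to Ad-null and could only increase it, so it cannot test scaling as an explanation. With each mouse left out in turn the lowest log2 fold change was 1.07. Treatment is one candidate explanation that remains, as a hypothesis. GC content, length and library batches were not tested for these genes.

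Marker genes of T cells, NK cells and macrophages and genes of the interferon response, which the paper does not discuss, were lower in Ad-378. The mean log2 fold change was -1.67 over 16 T cell genes, -1.89 over 11 NK cell genes, -1.05 over 15 macrophage genes and -0.98 over 18 interferon genes. With predictions written after these values were seen, the lists together had a mean of -1.20 after median-of-ratios scaling, lower than random sets matched in expression (permutation test, p = 1e-05, the smallest the resampling can give), and with each mouse left out in turn the mean stayed at -1.15 or lower. All 4 Ad-378 mice were below all 4 Ad-null mice for the T and NK cell genes taken together and for the interferon genes. Neither the scaling nor a single mouse accounts for it. The 14 liver injury genes were also lower than random sets (-0.94 against -0.29, permutation test, p = 0.00075), with 6 of them under-expressed. Not all lists followed. The 8 B cell genes had a mean of -0.56, not lower than random sets (-0.42, permutation test, p = 0.27). The 22 hepatocyte genes had 0.14. Fewer T cells, NK cells and macrophages in Ad-378 livers, or a weaker response to the virus, may explain the lower immune lists. These explanations were not separated.

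Limma's interaction p-value, adjusted within the 774 Group I and Group III genes, was under 0.05 for 5 genes, which flags a treatment effect that differs between CT10 and CT22. Those genes had been picked by the same fit. The lowest adjusted p-value within these genes was 0.0268, and over all genes it was 0.49. The explanation tested, with a prediction written after the result was seen, was adjustment within genes picked by the same fit, and over all genes 0 passed. Adjustment over all genes is a stricter bar whatever the cause, so it cannot show whether that selection produced the 5 genes. This was left open, and no biological explanation was tested.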

How the results depend on the processing

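Of 51 results, 19 kept their direction and their side of the test's threshold under every alternative tried for that result, although their values moved. Past the threshold throughout were the treatment effects of Ccne1, Gpnmb, Mmp12, Ccnb1 and a RIKEN cDNA gene and the time effect of Nr1d1. So was the share of cell cycle genes under-expressed. Others, such as the treatment effects of Bcl2, Por and Cry2, stayed above an adjusted p-value of 0.05 throughout. No effect of a named gene reversed. Comparisons between counts could turn around. Larger against smaller amplitudes went from 86 against 190 to 10 against 3 with limma and Benjamini-Hochberg adjustment. Under the other settings that kept all mice, smaller amplitudes stayed in excess. Groups I and II went from 405 and 102 genes to 248 and 262 after median-of-ratios normalization. Under the other settings that kept all mice, Group I stayed the larger. Alternatives were set before the processed files arrived except the filters on mean RPKM of 0.01, 0.05, 0.1, 0.2 and 0.5, the removal of transcripts with a replaced value, the same-sign rule and, for relative amplitudes, groups from adjusted p-values, which were chosen after seeing the data.

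With Benjamini-Hochberg adjustment of the F test, 645 treatment genes (614 under-expressed, 31 over-expressed), 110 time genes and 58 genes in both sets remained. Limma with Benjamini-Hochberg adjustment gave 1622 (1523 and 99), 293 and 34. Adjustment asks for a lower p-value than the nominal threshold of 0.05. Median-of-ratios normalization gave 2257 under-expressed and 1262 over-expressed genes, because it raises all Ad-378 values relative to Ad-null. Under the replicate block, the pairing by replicate number gave 3387 treatment genes (2998 under-expressed, 389 over-expressed), 2072 time genes and 876 in both sets.

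The share of Group I and III genes with little amplitude difference, 64.3% in the main fit, was 72.6% with pseudocount 0.1, 87.4% with pseudocount 1, 78.3% at mean RPKM of at least 1, 55.3% after median-of-ratios normalization, 59.4% with the limma test and 80.6% with a cutoff of 1. Among those chosen after seeing the data it was 73.5% without transcripts holding a replaced value, 69.0, 70.6, 72.6 and 76.6% at mean RPKM of at least 0.05, 0.1, 0.2 and 0.5, 73.2% with the same-sign rule, 22.9% of 48 genes with Benjamini-Hochberg adjustment and 58.1% of 31 genes with limma and that adjustment. It ranged from 45.2 to 62.8% across the 8 fits that each left out one mouse. The number of genes with increased amplitude, 86, was 22 with pseudocount 1, 54 at mean RPKM of at least 1, 33 with a cutoff of 1, 0 with Benjamini-Hochberg adjustment, 10 with limma and that adjustment, and from 56 to 142 across the 8 fits that each left out one mouse. Pseudocounts and filters act on low genes, whose log2 values rest on few reads. For seed matches, sites of miR-378-5p, which the virus also over-expresses, gave -0.011 (permutation test, p = 0.23) in place of -0.052. Shuffled seeds give no single value and are reported among the other observations. Runx3, with a mean RPKM under 1, has no value in the fit filtered at 1.

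For named genes, 88 rows became weaker and 7 stronger, 75 and 2 of them in fits that left out one mouse. Of the rows for Groups I to IV and for amplitude by group, 39 moved. With 2 mice per group, 0 interactions passed adjustment over all genes. In the nominal F test for the interaction, 4.2% of genes were below 0.05. The power to detect interactions was not simulated.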

Differences from the paper's values

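Every count and ratio of the main fit that was compared lay within 1.5 times the paper's value. Genes with a smaller amplitude, 190 in the main fit, were not compared, since the paper's text gives no such count. The main fit gave 3864 treatment genes against the paper's 3718, 2417 time genes against the paper's 2266, and 935 genes in both sets against the paper's 833. Groups I to IV held 405, 102, 369 and 59 genes against the paper's 377, 96, 314 and 46. The share of genes with little amplitude difference was 64.3% against the paper's 80%, and 49 and 37 genes had an increased amplitude against the paper's 47 and 32, 86 in all against the paper's 79. With similar counts of increased amplitude, the lower share leaves more genes with a smaller amplitude than the paper's values imply.

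Of the alternatives set before the files arrived, a cutoff of 1 gave 80.6% and a mean RPKM of at least 1 gave 78.3%, the nearest to the paper's 80%. Filters of mean RPKM at least 0.01, 0.05, 0.1, 0.2 and 0.5 were scanned after seeing the values. Of these, at least 0.1 gave 3655, 2265 and 831 genes, Groups of 372, 92, 322 and 45, and 47 and 34 genes with an increased amplitude, and at least 0.05 gave 3738, 2318 and 859 genes. Without one or the other Ad-null CT22 mouse there were 3716 and 3724 treatment genes. The ratio of under- to over-expressed genes was 7.5, and 8.0 without transcripts holding a replaced value, a setting chosen after seeing the values. With the filter of 0.1 the share with little amplitude difference was 70.6%, still below the paper's 80%, and 123 genes had a smaller amplitude. The filter of 0.1 was singled out after seeing that scan, and whether the paper used one is not known from the available text.

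The paper gives a lower bound for the rise in relative amplitude of Cdkn1a. The ratio of ratios from geometric means, 4.74, was above it and that from arithmetic means, 3.95, was below it.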

Other observations

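Splits of the 8 mice were compared with the real groups. The real treatment groups gave the most genes, 3864, among the 18 splits within time points (1 of 18, and the others gave 332 to 1423), where 18 splits cannot give a share under 0.05. Of all 35 splits into 4 and 4 mice, 1, the real one, gave as many treatment genes in a one-factor model (3627). For time, the real groups gave the most genes, 2417, among the 18 splits within treatments (1 of 18, and the others gave 437 to 1624). Of all 35 splits, 2 gave at least as many as the real one (1936), namely the real one itself and the split by treatment.

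Under-expressed genes outnumbered over-expressed genes in Ad-378 by 7.5 to 1, and several explanations were tested. Scaling by median-of-ratios factors, predicted after it had been seen, brought the ratio to 1.79. These factors set the typical gene to no change, so the ratio falls whether the shift is technical or biological. That fall therefore cannot decide between them, and an excess of 2257 under-expressed to 1262 over-expressed genes remained. Removing Mup genes from the sum used for scaling moved the ratio to 13.96, away from 1. Scaling on genes with a mean RPKM under 1000 gave 2.25, between the values predicted for and against a few abundant transcripts. Relative depth did not differ between the groups (ratio of means 0.999, predicted after it was seen). Leaving out transcripts with a replaced value gave 7.97. With genes in 5 equal groups by mean RPKM, the median log2 fold change of the most abundant group was 0.245 above that of the rarest group, whereas a single scaling factor per mouse shifts all groups alike. GC content (Spearman rho -0.035 across genes, which are not independent replicates) and transcript length (rho 0.037) were hardly related to the log2 fold change. The files may therefore hold both a shift of scale and a stronger decrease of rare transcripts, and which is biological is not resolved.

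Cell cycle genes were lower in Ad-378 also after median-of-ratios scaling (mean log2 fold change -2.39). A candidate explanation is fewer dividing immune cells, since T and NK cell genes were lower as well (-1.61 over 27 genes after the same scaling). Direct repression through seed sites would make such sites common among the listed genes, and 5 of 49 carry a miR-378-3p 7mer site against 4.2 expected from genes of similar UTR length (permutation test, p = 0.42). Whether hepatocytes or other cells carry the change was not measured.

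Genes with a miR-378-3p 7mer site in the 3′UTR were lower in Ad-378 than genes without, by -0.052 on the log2 scale (permutation test within strata of UTR length and expression, p = 0.00027, 1800 of 15706 genes). Of 629 shuffled seeds, 5.09% gave a difference as negative, above the 5% set in advance, so direct repression did not pass that test. Among the 299 shuffled seeds without CG, a comparison that was not part of the prediction, the share was 0.33%. A small direct effect may be present, and the result depends on which shuffled seeds are compared.

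Relative amplitudes of Group I and III genes were larger in 86 and smaller in 190 genes, a ratio of 0.45. Noise between the 2 mice of a group was predicted, after the counts had been seen, to give about as many larger as smaller amplitudes, and a general increase to give an excess of larger ones. Smaller ones were in excess, and 133 of the 190 had a nominal interaction p-value under 0.05 against 31 of the 86. The excess depends on the processing. It was 82 larger against 94 smaller without transcripts holding a replaced value (a setting chosen after seeing the data), 54 against 70 at a mean RPKM of at least 1, 62 against 163 after median-of-ratios scaling, and 22 against 74 with a pseudocount of 1. With groups from adjusted p-values, also chosen after seeing the data, it was 10 against 3 for limma and 0 against 37 for the F test. Leaving out one mouse gave from 60 against 494 (without Ad-null CT22 replicate 2) to 142 against 126 (without Ad-378 CT10 replicate 2). The ratio of 0.45 meets neither prediction, and the excess moves with the processing, so these counts cannot decide whether the larger amplitudes are noise. The 62 larger amplitudes after median-of-ratios scaling are within 1.5 times of 86, the limit set for an effect of scaling. That scaling shifts the amplitude difference of every gene by the same amount, for Por from 0.71 to 0.74. The count also depends on which genes are in the groups, so it cannot decide on an effect of scaling.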
